A study of Homo sapiens with 6 samples. Its data were reported in "Identification of a novel PPARβ/δ/miR‐21‐3p axis in UV‐induced skin inflammation" (2016).

How the data were processed

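Total RNA of HaCaT cells, an immortalised human keratinocyte line, was measured in 6 samples on Affymetrix gene expression arrays, with 3 arrays for a control oligonucleotide and 3 for a miR-21-3p mimic, either brought in by transfection. Per the labels, either oligonucleotide was used at 50 nM with a lipid reagent, the cells were harvested after 24 h, and 100 ng of total RNA per sample was amplified, fragmented and labelled with biotin. The control oligonucleotide carries the sequence of cel-miR-67-3p, a nematode microRNA. Groups and replicate numbers were taken from the labels of each sample. The study's methods call the replicates biological and give a larger number per group than the 3 arrays analysed here, a figure legend gives as many biological replicates as there are arrays, and the labels do not say whether the arrays of a group came from separate cultures. The p-values therefore measure the spread between these arrays, which may be technical in part.

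The deposited values are log2 expression values, 1 per probeset and array, which the authors made by robust multi-array average (RMA), that is, background correction, quantile normalization between arrays and summarization of the probes of each probeset. The submitters' processing notes name Affymetrix Expression Console for this step and the study's methods name Affymetrix Power Tools. Their versions and the genome build of the array design were not given in the sources used here, so no coordinates are printed. Quantile normalization gives all arrays nearly the same distribution: the medians over the genes tested lay between 7.30 and 7.33. A change of the total RNA content per cell cannot be seen in such values, and the lowest values are set by background signal rather than by transcript level, so fold changes of weakly expressed genes are compressed.

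Of the 33297 probesets, 19460 were listed with 1 gene symbol, 1754 with several symbols and 12083 (36.3%) were not listed in the annotation used here. Probesets with 1 symbol were tested and named, with symbols brought up to date through the Entrez gene identifier and a RefSeq gene table (19429 matched and 31 kept their older symbol). Where a gene had several probesets (769 genes), the probeset with the highest mean over all 6 arrays was used, which left 18417 genes. Genes found only on probesets with several symbols or on unlisted probesets were not analysed by name.

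Mimic and control arrays were compared by a linear model with an empirical Bayes variance (limma 3.58.1 in R 4.3.3, default settings), as in the study's methods, and p-values were adjusted over the 18417 genes by the procedure of Benjamini and Hochberg. Genes with an adjusted p below 0.01, the threshold of the study's methods, are described as having risen or fallen. Fold changes are differences of mean log2 values turned back to a linear scale, and the number of arrays limits their precision. Shifts of 23 gene lists were tested with camera (limma, two-sided, inter-gene correlation set to 0.01) against all other genes and called at an adjusted p below 0.05 over the lists. Camera was repeated with the correlation estimated from the residuals, and fry was run as a test of each list by itself. In simulated data with 200 changed genes among the 18417 and the spread of these arrays, 41.0% of changes of 0.5 on the log2 scale, 87.2% of changes of 1 and 97.0% of changes of 1.5 were recovered, with a mean of 0.85 false calls. In simulations of lists camera called 100% of lists of 30 genes shifted by 0.3 and 1 of 380 unshifted lists. The correlation estimated from the arrays was 0.78 for interferon-stimulated genes, above the 0.01 set for camera. These rates may therefore not hold for lists of correlated genes.

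The lists, the threshold, the tests and the rule for naming genes were chosen before the data were examined. Named genes are the 12 largest increases and the 12 largest decreases among genes past the threshold whose mimic arrays all lay on 1 side of all control arrays, the genes that the study measured in such cells, PPARD, VMP1, and up to 4 members of each list with the smallest adjusted p. Genes named outside this rule are said to have been chosen after their values were seen. IFNL1, IFNL3, PTPRC and LYZ also lie outside this rule, and this is not repeated where they are named. Alternatives were the replicate number as a block, re-centring, a further quantile normalization, each array left out in turn, a variance prior with a trend and robust estimation, array weights, the methods' t-test, a restriction to brighter genes, the mean of all probesets of a gene, all probesets in place of genes, and other thresholds. Cyclic loess between arrays and the fit of all listed probesets were added after the data were seen. The shift of genes with a miR-21-3p seed site in their 3' UTR, also planned, was not run because no 3' UTR sequence was used here. Figures were drawn with matplotlib 3.10.9.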

Results

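The arrays compared HaCaT keratinocytes 24 h after transfection with a miR-21-3p mimic at 50 nM with cells given a control oligonucleotide, with 3 arrays in each group. The question was which keratinocyte mRNAs respond to a gain of miR-21-3p, the passenger strand of the miR-21 duplex. Values are log2 RMA expression values, and differences are given as mimic over control. No probeset was matched to the mature miR-21-3p, so the level of the transfected mimic is not part of these values.

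In the miR-21-3p mimic arrays, genes of the antiviral interferon response rose most. The largest increase was that of RSAD2 (viperin, an antiviral enzyme), which was 7.92-fold higher, with a log2 value of 7.27 ± 0.31 in control and 10.26 ± 0.23 in mimic arrays (SD, n = 3; limma adjusted p = 0.000313). CXCL10, a chemokine that attracts T cells, was 7.33-fold higher (7.30 ± 0.48 against 10.18 ± 0.49, SD, n = 3; adjusted p = 0.00193). The next largest increases were those of LAMP3 (5.07-fold), the chemokine CXCL11 (4.83-fold), the antiviral GTPase MX2 (4.64-fold), IFIT2 (4.15-fold), SAMD9L (4.02-fold), CMPK2 (3.95-fold), MX1 (3.64-fold), USP18 (3.60-fold), DDX60L (3.53-fold) and the ISG15 ligase HERC5 (3.17-fold), with adjusted p from 0.000313 to 0.00318 over these 12 genes. Of these 12 genes, 10 belonged to the list of interferon-stimulated genes.

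**Figure D1:**
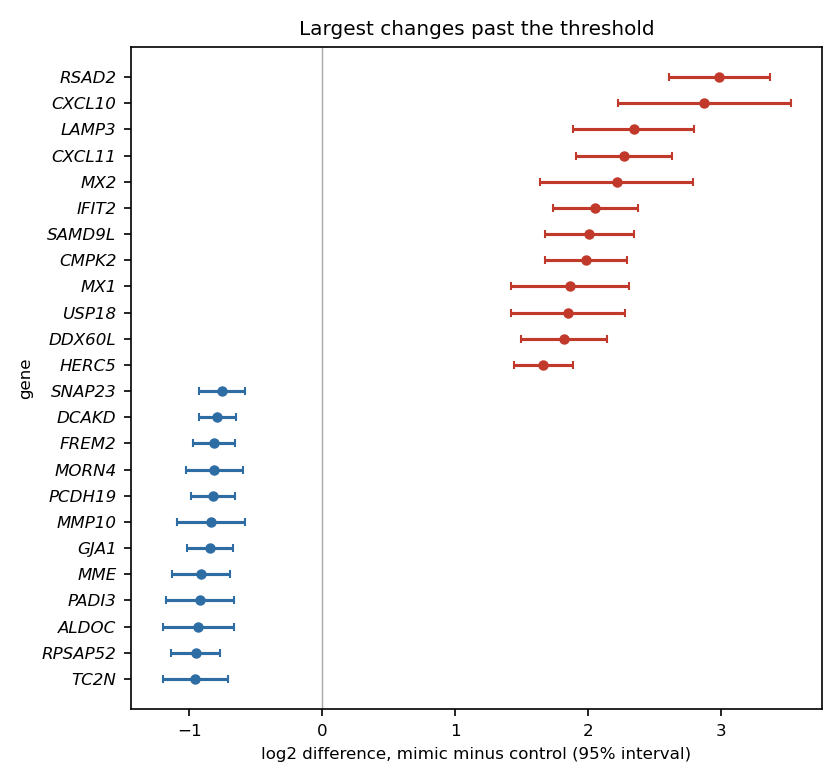
Difference of mean log2 values, mimic minus control, for the 12 largest increases (red) and the 12 largest decreases (blue) past the threshold; points are differences over 3 arrays per group and bars their 95% confidence intervals from limma. RSAD2 and CXCL10 lead the increases at 2.98 and 2.87, and the largest decrease is -0.95, that of TC2N.

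Decreases were smaller, and no called gene was 2-fold or more lower. The largest were those of TC2N (1.93-fold lower; 6.97 ± 0.10 in control against 6.02 ± 0.20 in mimic arrays, SD, n = 3; adjusted p = 0.00284) and of RPSAP52, listed as a ribosomal protein pseudogene (1.93-fold lower; adjusted p = 0.0013). ALDOC, a glycolytic aldolase, was 1.91-fold lower, PADI3, a peptidylarginine deiminase of the differentiating epidermis, 1.89-fold, the cell surface peptidase MME 1.88-fold, the gap junction protein GJA1 1.80-fold and the stromelysin MMP10 1.78-fold. PCDH19, MORN4, FREM2, DCAKD and SNAP23 completed the 12 largest decreases, and fell by 0.82, 0.81, 0.81, 0.79 and 0.75 on the log2 scale. The adjusted p of the 12 genes lay between 0.00102 and 0.00592. Among all genes the number that fell was 92, and it was 0 without control replicate 1, 4 without control replicate 2, 13 without control replicate 3, 25 without mimic replicate 1, 436 without mimic replicate 2 and 1 without mimic replicate 3.

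Across all 18417 genes, 276 passed the adjusted p threshold of 0.01, 184 higher and 92 lower in the mimic arrays. In each of them all 3 mimic arrays lay on 1 side of all 3 control arrays. Groups did not overlap in 25.8% of all genes, against 10% given by chance. Of the 276 genes, 48 were 2-fold or more higher. At an adjusted p below 0.05 there were 877 genes, 450 higher and 427 lower. That number was 253, 261 and 304 without control replicates 1, 2 and 3. It was 513, 3194 and 259 without mimic replicates 1, 2 and 3. All 276 genes kept their sign in each fit without 1 array. Such a fit has less power, so a lost call alone does not show that an effect rests on that array. The count of 276 genes at the threshold of 0.01 changed too with the array left out. It was 14 without control replicate 1, 60 without control replicate 2, 94 without control replicate 3, 122 without mimic replicate 1, 724 without mimic replicate 2 and 16 without mimic replicate 3. In each of these 6 fits 13 of the 276 genes passed, all of them increases, among them RSAD2, CXCL11, IFIT2, SAMD9L, CMPK2 and HERC5, and 218 of the 276 had an adjusted p below 0.05. With the replicate number as a block 151 genes passed, and the calls of PADI3, IL1RAP, CASP14, IFNGR2, ADAR, ICAM1, ERAP2, CLDN1, CAT, AURKA, FAS, INSIG1 and LSS were lost. With array weights 3182 genes passed, but mimic replicate 3 held 88.3% of the weight of its group, so that passes with array weights rest largely on this array. Mimic replicate 2 stood apart from the other arrays on the second principal component (21.6% of the variance). On the first (54.4%) it lay at -0.70, between the control arrays (-14.44 to -8.21) and the other mimic arrays (15.66 and 19.99). There it was nearer to control replicate 3 than to either of the other mimic arrays.

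Interferon-stimulated genes, which carry out the antiviral program downstream of the interferon receptors, were higher throughout the list. Of its 45 measured members 36 rose, 0 fell and 9 did not pass the threshold, while 44 rose when adjusted over the list alone. The median difference was 1.31 on the log2 scale (2.49-fold; camera adjusted p = 4.3e-54). The list did not pass with the correlation of its members taken from the arrays (adjusted p = 0.223 with an estimated correlation), and it passed by fry (adjusted p = 0.00769). RSAD2, HERC5, IFIT2 and CMPK2 had the smallest adjusted p, between 0.000313 and 0.000643. Relative to the control mean, the median of the list was 0.03, -0.30 and 0.25 in the control arrays and 1.33, 1.19 and 1.34 in the mimic arrays. Without control replicate 1 the count of members that rose was 6, without mimic replicate 1 it was 23 and without mimic replicate 3 it was 6. Over the fits without 1 array the median difference of the list lay between 1.12 and 1.47. Of the members, 36 had an adjusted p below 0.05 whichever array was left out.

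Some sensors of double-stranded RNA rose as well. Of 14 measured members of this list 5 rose, 0 fell and 9 did not pass the threshold, and 8 rose when adjusted over the list alone. The mean was higher in 11 members and lower in 3. The median log2 difference was 0.31 (camera adjusted p = 7.62e-07; adjusted p = 0.223 with an estimated correlation). RIGI and IFIH1, the cytosolic receptors of viral RNA, rose 2.69-fold and 2.68-fold (adjusted p = 0.00221 and 0.00133), the endosomal receptor TLR3 rose 1.61-fold (adjusted p = 0.00213) and the RNA-editing enzyme ADAR 1.36-fold (adjusted p = 0.00665). RIGI, IFIH1 and other members of this list are themselves interferon-inducible and stand in both lists. The count of sensors that rose was 0 without control replicate 1, 2 without control replicate 2, 3 without control replicate 3 or mimic replicate 1, and 0 without mimic replicate 3. With the replicate block it was 3.

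The interferons and their receptors did not shift as a list (15 measured members, median log2 difference 0.06; camera adjusted p = 0.25). IFNGR2, a chain of the interferon gamma receptor, fell 1.38-fold (9.11 ± 0.06 in control against 8.64 ± 0.08 in mimic arrays, SD, n = 3; adjusted p = 0.00841). This call was lost after a further quantile normalization (adjusted p = 0.0106), after cyclic loess (adjusted p = 0.0111), with the replicate block (adjusted p = 0.0257) and whenever an array other than mimic replicate 2 was left out, and 2 members fell without mimic replicate 2. None of the 9 measured interferon genes passed limma's threshold at default settings, and 3 of them had an unadjusted p below 0.05. Only IFNL1, IFNL2 and IFNL3 had a control mean (6.76, 6.74 and 8.06) above the lower quartile of all genes (5.71). The others lay nearer to background, where a lack of change decides little, and no time before 24 h was measured. The difference was 0.48 on the log2 scale for IFNL2 (adjusted p = 0.116) and 0.44 for IFNE (adjusted p = 0.154). With array weights, which rest largely on mimic replicate 3, IFNL1, IFNL2, IFNL3 and IFNE passed, IFNL2 and IFNE at an adjusted p of 0.00265 and 0.00346.

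Genes of class I antigen presentation, which load and display peptides to T cells, had higher means in all 12 measured members. Of these, 6 rose and 0 fell, and 11 rose when adjusted over the list alone. The median log2 difference was 0.44 (camera adjusted p = 1.66e-13; adjusted p = 0.104 with an estimated correlation; fry adjusted p = 0.00133). The peptide transporter subunit TAP1 rose 1.80-fold (adjusted p = 0.00242), the class I transactivator NLRC5 1.70-fold (adjusted p = 0.00284), the immunoproteasome subunit PSMB9 1.69-fold (adjusted p = 0.00176) and the trimming peptidase ERAP2 1.45-fold (adjusted p = 0.00367). The count of members that rose was 0 without control replicate 1, control replicate 2 or mimic replicate 3, 1 without control replicate 3 and 3 without mimic replicate 1. With the replicate block it was 3.

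Mediators of inflammation and barrier disruption were also measured by the study with quantitative PCR in such cells. On the arrays, CXCL10 rose 7.33-fold, the chemokine CCL5 1.90-fold (7.34 ± 0.10 against 8.26 ± 0.10, SD, n = 3; adjusted p = 0.0013) and IL1RAP, the accessory protein of the interleukin 1 receptor, 1.37-fold (9.22 ± 0.01 against 9.68 ± 0.08, SD, n = 3; adjusted p = 0.00701). CASP14, the caspase that processes filaggrin in the upper epidermis, fell 1.58-fold (5.69 ± 0.07 against 5.03 ± 0.14, SD, n = 3; adjusted p = 0.00437). IL6 and PTGS2, the inducible cyclooxygenase, did not pass the threshold (1.61-fold, adjusted p = 0.0178, and 1.21-fold, adjusted p = 0.0371). IL1B was 1.06-fold higher (adjusted p = 0.457; 95% interval of the log2 difference from -0.04 to 0.21). Of the 7 genes 3 rose and 1 fell, and 5 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.000196; adjusted p = 0.156 with an estimated correlation). At an unadjusted p below 0.05 there were 6 of them by limma and all 7, IL1B included, by the methods' t-test. These counts are not independent evidence, since the study chose the genes on such cells. Without control replicate 1 or mimic replicate 3, 0 of them passed the threshold. The calls of CASP14 and IL1RAP were also lost without control replicates 2 or 3, that of CXCL10 without control replicate 2 and that of IL1RAP without mimic replicate 1. IL6 passed without mimic replicate 2 (adjusted p = 0.00112), after a further quantile normalization (adjusted p = 0.0069), after cyclic loess (adjusted p = 0.00504), with a trended and robust prior (adjusted p = 0.00599) and with array weights (adjusted p = 7.77e-05). PTGS2 passed with array weights (adjusted p = 0.00381).

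**Figure D2:**
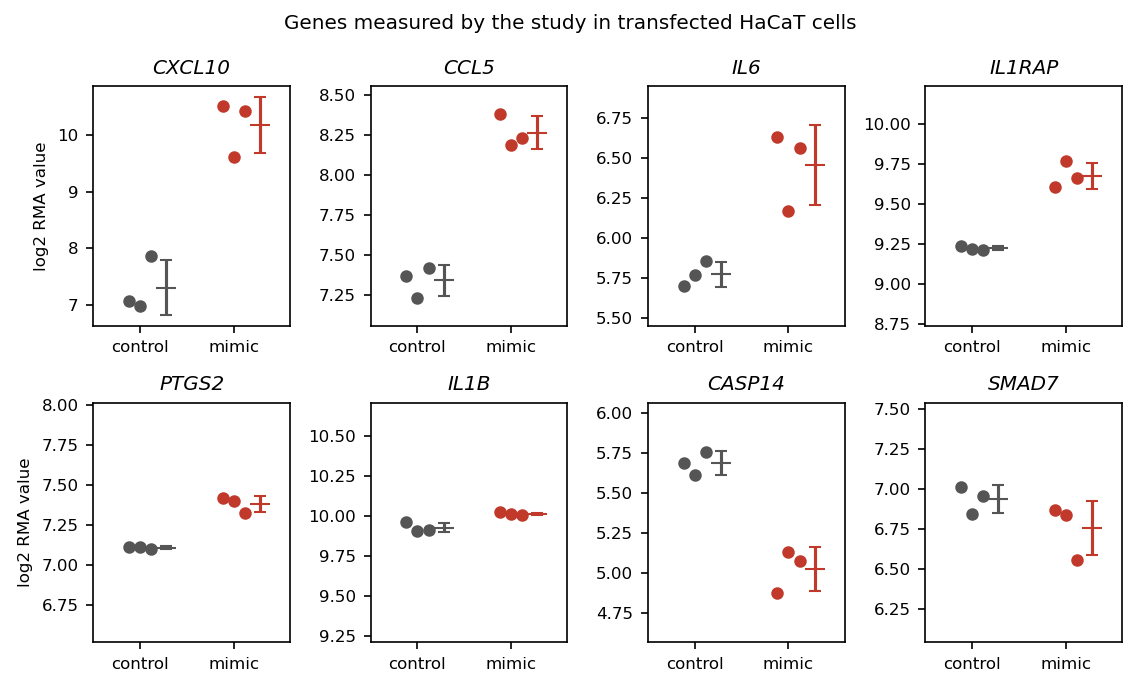
Log2 RMA value of each array for 8 genes also measured in transfected cells by other assays, with control arrays in grey and mimic arrays in red; horizontal marks and bars are the mean and SD of 3 arrays, and the vertical axes differ between panels and do not start at 0. Control and mimic arrays of CXCL10 lie near 7.30 and 10.18 on average, while those of SMAD7 (6.94 and 6.76) overlap.

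Cytokines and feedback genes of the NF-kappaB pathway showed a smaller shift, with a median log2 difference of 0.14 over 28 measured members (camera adjusted p = 0.000196; adjusted p = 0.446 with an estimated correlation; fry adjusted p = 0.0686). ICAM1, the leukocyte adhesion receptor, rose 1.47-fold (adjusted p = 0.00347), 0 members fell, and 4 members rose when adjusted over the list alone. TNFAIP3, the feedback inhibitor A20, was 1.68-fold higher (adjusted p = 0.0109). The call of ICAM1 was lost whenever an array other than mimic replicate 2 was left out, and 4 members rose without mimic replicate 2. TNFAIP3 passed without control replicate 3 (adjusted p = 0.00811) and without mimic replicate 2 (adjusted p = 0.00674). With all arrays it passed with the replicate block (adjusted p = 0.00974), re-centring (adjusted p = 0.00997), a trended and robust prior (adjusted p = 0.00135), array weights (adjusted p = 0.000441) and among brighter genes (adjusted p = 0.00305).

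SMAD7, the inhibitor of TGF-beta signalling that the study examined as a target of miR-21-3p, was not distinguishable between the groups at the mRNA level. Its log2 value was 6.94 ± 0.09 in control and 6.76 ± 0.17 in mimic arrays (SD, n = 3), a difference of -0.18 with a 95% confidence interval from -0.40 to 0.03 (limma adjusted p = 0.337). With arrays weighted by their quality the difference was -0.36 and passed (adjusted p = 0.00508), which rests on mimic replicate 3 (6.56, against 6.87 and 6.84 in the other mimic arrays); without that array the difference was -0.08. In the list of SMAD7 and other TGF-beta pathway genes named for such cells, 0 of 7 measured members passed limma's threshold at default settings and 0 when adjusted over the list alone (camera adjusted p = 0.835). An unadjusted p below 0.05 was found for 2 of them by limma and for 3 by the methods' t-test. Apart from SMAD7, the study measured genes of this list with and without added TGF-beta, and the arrays hold no such treatment. Its SMAD7 mRNA values came from arrays of this kind and are not independent evidence. TGFB1 itself differed by 0.09 (adjusted p = 0.645), the cell cycle inhibitor CDKN1A by 0.23 (adjusted p = 0.0912; 0.31 and adjusted p = 0.0014 with array weights), RUNX1 by -0.18 (adjusted p = 0.123) and SNAI2 by 0.04 (adjusted p = 0.706). In the wider list of TGF-beta response genes, 27 measured members had a median difference of 0.04 (camera adjusted p = 0.382). The integrin subunit ITGB6 fell 1.55-fold, by either adjustment the only member past the threshold (adjusted p = 0.00242). Its call was lost without any 1 of the control arrays and without mimic replicate 3. CCN2 and CCN1 were 1.26-fold and 1.35-fold higher without passing the threshold (adjusted p = 0.0363 and 0.0419). Both passed with a trended and robust prior (adjusted p = 0.0083 and 0.00738) and with array weights (adjusted p = 0.00281 and 0.00744), and CCN2 among brighter genes (adjusted p = 0.0094). INHBA, a subunit of activin, was 1.34-fold lower (adjusted p = 0.0432) and passed with the same prior (adjusted p = 0.0076) and with array weights (adjusted p = 0.00143).

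Keratinocyte differentiation and barrier genes showed a small shift upwards (34 measured members, median log2 difference 0.13; camera adjusted p = 0.00868) that was not seen with an estimated correlation (adjusted p = 0.452 with an estimated correlation) or by fry (adjusted p = 0.241). Relative to the control mean, the median of the list was 0.20, 0.01 and 0.11 in the mimic arrays and -0.01, -0.04 and 0.05 in the control arrays, so that mimic replicate 2 lay below control replicate 3. The tight junction protein CLDN1 rose 1.33-fold (adjusted p = 0.00793) and CASP14 fell, and 2 members rose and 2 fell when adjusted over the list alone. Both calls were lost without any 1 of the control arrays and without mimic replicate 3, and that of CLDN1 also without mimic replicate 1. Without mimic replicate 2, 2 members fell. Filaggrin (FLG), the main barrier protein of the cornified layer, was 1.33-fold lower without passing the threshold (adjusted p = 0.0181). It passed without mimic replicate 2 (adjusted p = 0.00686), with a trended and robust prior (adjusted p = 0.00127), with array weights (adjusted p = 0.000441) and among brighter genes (adjusted p = 0.00411). Basal keratinocyte and hemidesmosome genes (12 measured; camera adjusted p = 0.106) and antimicrobial and psoriasis-associated genes (17 measured; camera adjusted p = 0.0618) held 0 members past limma's threshold at default settings, also when adjusted over the list alone. With a trended and robust prior ITGA3 of the basal list (adjusted p = 0.00143) and SLPI of the antimicrobial list (adjusted p = 0.00811) rose, ITGA3 also among brighter genes (adjusted p = 0.00562), and with array weights 3 members of the basal list rose, and 3 of the antimicrobial list rose and 1 fell. At an unadjusted p below 0.05 they held 5 and 6 by limma and 7 and 2 by the methods' t-test. The antimicrobial list passed camera without control replicate 3 (adjusted p = 0.0334), mimic replicate 2 (adjusted p = 0.019) or mimic replicate 3 (adjusted p = 0.0417), and the basal list passed by fry (adjusted p = 0.0164).

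A small shift downwards was found for the lists of PPAR targets and receptors, cell cycle genes and cholesterol synthesis genes. Of 17 measured PPAR targets, CAT, the catalase gene, fell 1.32-fold (adjusted p = 0.00922), and 2 members fell when adjusted over the list alone. The median difference was -0.11 (camera adjusted p = 0.0348; adjusted p = 0.442 with an estimated correlation). CPT1A, which carries fatty acids into mitochondrial oxidation, was 1.28-fold lower without passing (adjusted p = 0.0125). It passed without mimic replicate 2 (adjusted p = 0.00848), with a trended and robust prior (adjusted p = 0.000816), with array weights (adjusted p = 0.00029) and among brighter genes (adjusted p = 0.00206). PPARD, the receptor gene, differed by -0.14 (adjusted p = 0.317). It stands in the list, as do the receptor genes PPARG (-0.26) and PPARA (-0.11), and the shift without them was not tested. Of the 17 members 12 had lower and 5 had higher means. The higher ones included ANGPTL4 (0.16), which the study used as a target gene of the PPARD product, and PLIN2 (0.12). ANGPTL4, PLIN2 and PPARA, chosen after their values were seen, did not pass the threshold. Of 34 measured cell cycle genes the mitotic kinase gene AURKA fell 1.38-fold (adjusted p = 0.00973), and 2 members fell when adjusted over the list alone. The median of this list was -0.07 (camera adjusted p = 0.0367; adjusted p = 0.601 with an estimated correlation). In cholesterol synthesis INSIG1, a feedback regulator, fell 1.40-fold (adjusted p = 0.00401) and LSS, the lanosterol synthase, 1.33-fold (adjusted p = 0.00988). These were 2 of 16 measured members, also when adjusted over the list alone, the call of LSS was lost after re-centring (adjusted p = 0.011), and the median was -0.06 (camera adjusted p = 0.0278; adjusted p = 0.544 with an estimated correlation). Leaving out any 1 control array or mimic replicate 3 left 0 genes of these lists past the threshold. Without mimic replicate 1 the counts of PPAR targets, cell cycle and cholesterol synthesis genes that fell were 0, 0 and 1, and without mimic replicate 2 they were 3, 2 and 2. The shift of PPAR targets did not pass camera without control replicate 3 (adjusted p = 0.0715) or mimic replicate 3 (adjusted p = 0.0739). That of cell cycle genes did not pass without control replicates 1 (adjusted p = 0.105) or 2 (adjusted p = 0.0549) or mimic replicates 1 (adjusted p = 0.214) or 3 (adjusted p = 0.0677), and that of cholesterol synthesis without mimic replicate 1 (adjusted p = 0.214). The calls of both lists were also lost after a further quantile normalization (adjusted p = 0.164 and 0.0575), after cyclic loess (adjusted p = 0.336 and 0.187), among brighter genes (adjusted p = 0.419 and 0.143) and by fry (adjusted p = 0.241 and 0.0878). In mimic replicate 2 the median of the cell cycle list was -0.01, above the -0.04 of control replicate 3, and that of cholesterol synthesis was 0.04, above all control arrays (-0.01, 0.02 and -0.02).

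Of 19 measured p53 targets the death receptor gene FAS rose 1.41-fold (adjusted p = 0.00401) and ZMAT3 fell 1.47-fold (adjusted p = 0.00973). Both calls were lost without any 1 of the control arrays or mimic replicate 3, and that of ZMAT3 without mimic replicate 1, where 2 members rose. The list as a whole did not pass camera (adjusted p = 0.0653), but passed by fry (adjusted p = 0.0245) and by camera without control replicate 2 (adjusted p = 0.0407), and 2 members rose and 1 fell when adjusted over the list alone. The unfolded protein response (18 measured; camera adjusted p = 0.106), the microRNA pathway (14 measured; camera adjusted p = 0.382), the targets described for miR-21-5p, the guide strand (11 measured; camera adjusted p = 0.0653), and housekeeping genes (10 measured; camera adjusted p = 0.533) held 0 members past limma's threshold at default settings, also when adjusted over the list alone. With a trended and robust prior TNRC6A of the microRNA pathway fell (adjusted p = 0.00736; 0.00933 among brighter genes) and TIMP3 and TGFBR2 of the guide strand targets rose (adjusted p = 0.00989 and 0.00863). With array weights 3 members of the unfolded protein response and 3 guide strand targets rose, and 2 members of the unfolded protein response, TNRC6A and the housekeeping gene SDHA (adjusted p = 0.00553) fell. At an unadjusted p below 0.05 they held 8, 1, 4 and 0 by limma and 8, 2, 4 and 0 by the methods' t-test. In the unfolded protein response 1 member fell without mimic replicate 2. The targets of the guide strand passed camera without mimic replicate 1 (adjusted p = 0.0144). VMP1, the gene that overlaps MIR21, differed by -0.07 (adjusted p = 0.601).

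Markers of other cell types did not pass camera with all 6 arrays and no block. The camera adjusted p was 0.0537 for fibroblast, 0.968 for melanocyte, 0.0673 for leukocyte and 0.284 for endothelial markers. Fibroblast markers passed without control replicate 3 (adjusted p = 0.0334), without mimic replicate 2 (adjusted p = 0.0159) and with the replicate block (adjusted p = 0.0366), and leukocyte markers without mimic replicate 2 (adjusted p = 0.0101). By limma at default settings 0 of their members rose or fell, with 1, 0, 3 and 0 at an unadjusted p below 0.05 (1, 0, 2 and 0 by the methods' t-test). With array weights the fibroblast marker DCN (adjusted p = 0.00132), the leukocyte marker ITGAX (adjusted p = 0.0016) and the endothelial marker KDR (adjusted p = 0.00694) passed. The largest difference among the markers was that of CD68, a lysosomal protein abundant in macrophages, which was 1.80-fold higher (7.90 ± 0.12 in control against 8.74 ± 0.31 in mimic arrays, SD, n = 3; adjusted p = 0.0165). It was the only marker past the threshold when adjusted over the list alone. CD68 passed the threshold over all genes without mimic replicate 2 (adjusted p = 0.00108), with the replicate block (adjusted p = 0.00773), with a trended and robust prior (adjusted p = 0.00221), with array weights (adjusted p = 6.97e-05) and among brighter genes (adjusted p = 0.00483). Of the 11 measured leukocyte markers 10 had a higher mean in the mimic arrays, with a median difference of 0.09, and PTPRC, LYZ and CD14 differed by -0.01, 0.01 and 0.17.

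**Figure D3:**
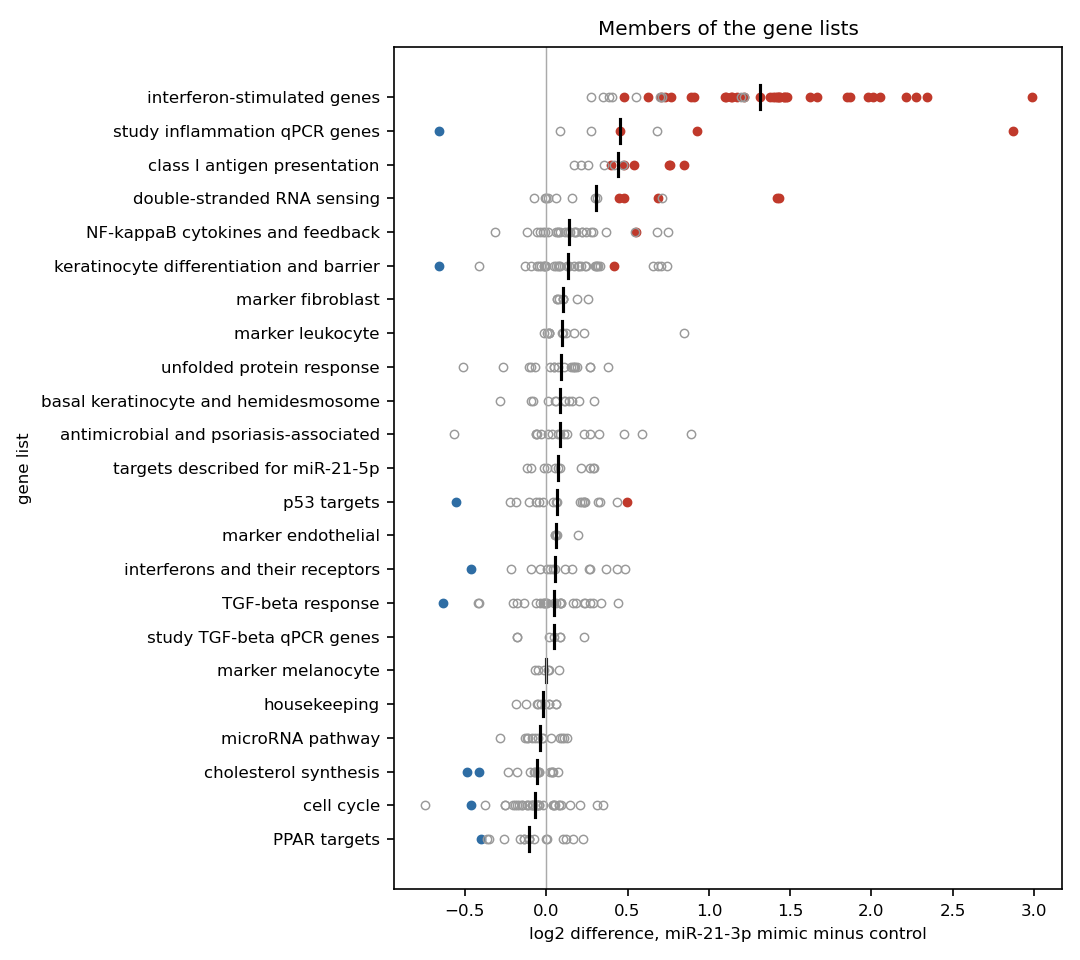
Difference of mean log2 values, mimic minus control, of each measured member of the 23 gene lists, ordered by the median of the list (black bar); filled red and blue circles are members that rose and fell at an adjusted p below 0.01 and open circles did not pass. Interferon-stimulated genes lie farthest to the right, at a median of 1.31, and PPAR targets farthest to the left, at -0.11.

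Over the 23 lists, 9 passed camera's threshold, 6 higher and 3 lower in the mimic arrays, 0 passed with an estimated correlation (4 at an unadjusted p below 0.05), and 7 passed by fry, 5 of them among the 9.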

Values the study reported

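The study reported that 33% of the mRNAs affected by the miR-21-3p mimic in these cells were linked to immune and inflammatory processes. For SMAD7 it reported no effect on the mRNA and a protein level lowered by 50% in HaCaT cells. In human embryonic kidney cells given the mimic, it reported 44% lower activity of a reporter carrying the unmutated SMAD7 3' UTR.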

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

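Probesets that the annotation lists with several gene symbols were left out of the named genes and of the counts above, and the fit that includes them was chosen after the data were seen. Of these 1754 probesets, 16 passed the adjusted p threshold of 0.01 in that fit, 12 higher and 4 lower in the mimic than in the control arrays. The largest increase among them was 2.11 on the log2 scale (limma adjusted p = 0.00257). No explanation was tested, since a probeset of this kind does not tell which of its genes it measures.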

How the results depend on the processing

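The count of 276 genes stayed within 1.5 times of its value after re-centring (283), a further quantile normalization (317), use of the mean of all probesets of a gene (281), and, both added after the data were seen, cyclic loess between arrays (322) and a fit of all listed probesets (282). It was 683 with a trended and robust prior (354 higher, 329 lower), 3182 with array weights (1412 higher, 1770 lower), 547 among brighter genes, 155 at 1.5-fold or more, 877 at an adjusted p below 0.05, 1 by the methods' t-test after adjustment (3293 genes at an unadjusted p below 0.05), 17 when all probesets were tested, and 14 to 724 with 1 array left out. Unlisted probesets had a larger within-group SD (median 0.135 against 0.0958), and no cause of these changes was tested. After cyclic loess 256 of the 276 genes passed and all 276 kept their sign. With the replicate number as a block the count was 151, 140 of them among the 276. Same-numbered arrays deviated from their group means with r of -0.0549, 0.144 and 0.0674 across genes. Mimic replicates 2 and 3 correlated best with the control array of their own number, and mimic replicate 1 with control replicate 3 (0.253). Among the control arrays only replicate 2 correlated best with its own number. With 3 arrays per group these values cannot decide whether same-numbered arrays shared more than a number. Of the lists, 9 passed camera and 0 with an estimated correlation, where interferon-stimulated genes had an adjusted p = 0.223; otherwise 7 to 12 passed, and the interferon-stimulated genes passed in each other setting run for lists. The cell cycle list lost its call with the mean of all probesets (adjusted p = 0.0551). Calls were gained after a further quantile normalization and cyclic loess by p53 targets (0.0331 and 0.0309), the unfolded protein response and the miR-21-5p targets (0.0306 and 0.0197 for either), and after cyclic loess (0.0197) and among brighter genes (0.0483) by basal keratinocyte genes. SMAD7 lay between -0.24 and -0.08 with 1 array left out and passed only with array weights (-0.36). Signs reversed only for results that did not pass. With 1 array left out, the adjusted p of reversed lists ranged from 0.681 to 0.95 for the TGF-beta genes of the study, 0.108 to 0.854 for TGF-beta response, 0.49 to 0.931 for melanocyte markers and 0.21 to 0.931 for housekeeping genes, and the log2 difference from -5.45e-05 to 0.14 for TGFB1, -0.0052 to 0.031 for RUNX2, -0.011 to 0.17 for RUNX3, -0.15 to 0.029 for TYRP1, -0.15 to 0.0037 for MLANA and -0.017 to 0.048 for SOX10. Other reversals were those of the study's TGF-beta genes without shared genes (0.646), melanocyte markers with the mean of probesets (0.839) and by fry (0.978), housekeeping genes after cyclic loess (0.842), MLANA with array weights (0.11), SOX10 after quantile normalization (-0.0011) and cyclic loess (-0.0068), and CDH5 after cyclic loess (-0.0012). The planned shift of genes with a miR-21-3p seed site was not run. Weakly expressed genes lie near background, which limits what their differences can show.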

Other observations

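The genes in this paragraph and the next were chosen after their values were seen. Guanylate-binding proteins, interferon-inducible GTPases that act on intracellular pathogens, rose in 4 of 6 measured genes, GBP2, GBP3, GBP4 and GBP6, with a median log2 difference of 0.67 over the family and 1.40 for GBP4 (limma adjusted p = 0.000313). Of 6 measured apolipoprotein L genes, APOL1, APOL2 and APOL3 rose, and APOL1 was 2.31-fold higher (adjusted p = 0.000313). The 4 oligoadenylate synthetase genes OAS1, OAS2, OAS3 and OASL all rose, at a median log2 difference of 1.27. These 4 calls were lost without control replicate 1 and without mimic replicate 3. In the other families looked at, 3 of 13 PARP and 3 of 54 TRIM genes rose, and 0 of 48 keratin genes rose or fell by limma (7 at an unadjusted p below 0.05, 3 by the methods' t-test). A further quantile normalization or cyclic loess moved the count of the PARP genes to 4 and no other of these 6. Of the members of these families that rose, only GBP4 and APOL1 also passed whichever array was left out.

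These single genes form no tested list. CD274 and PDCD1LG2, the ligands of the checkpoint receptor PD-1, rose 2.20-fold and 2.17-fold (adjusted p = 0.0013 and 0.00112), and the death ligand gene TNFSF10 rose 2.45-fold (adjusted p = 0.000313). IL1RN, the antagonist of the interleukin 1 receptor, rose 2.23-fold (adjusted p = 0.00133). THBD (thrombomodulin, 2.08-fold) and NT5E (the ectonucleotidase CD73, 1.97-fold) rose as well, and with NMI and PLEKHA7 they were among the 13 genes that passed in every fit with 1 array left out. TNFSF10 was also among these 13. CD274, PDCD1LG2 and IL1RN were not, and each lost its call in at least 1 of these fits.

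Of the 276 genes past the threshold, 18.1% stood in the immune and inflammatory lists used here (50 genes, of 130 measured members). These lists are not the annotation terms behind the share quoted from the study above, so the shares have different definitions and no direction is given.

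The tests in this and the next paragraph were chosen after the values they rest on had been seen. The rise of the interferon-stimulated genes could come from other cells in the mimic cultures, from normalization, or from sensing of the transfected duplex rather than from the miR-21-3p sequence. After cyclic loess between arrays, which removes trends of whole arrays with level, the median rise was 1.35, which argues against normalization as the whole of it. Leukocytes or other interferon-rich cells stay open: of 11 leukocyte markers, 2 had a control mean above the lower quartile of all genes, CD68 (higher by 0.846) and CD14 (0.173), and the others lie too near background to decide. Sensing of duplex RNA stays open as well. At default settings 0 of the 9 measured interferon genes passed limma's threshold (3 at an unadjusted p below 0.05). All but IFNL1, IFNL2 and IFNL3 had a control mean below the lower quartile of all genes, and no time before 24 h was measured. Those that passed with array weights (IFNL1, IFNL2, IFNL3 and IFNE) rest largely on mimic replicate 3, with 88.3% of the weight of its group. Since each oligonucleotide went into 1 group only, an effect of its chemistry and an effect of miR-21-3p cannot be told apart.

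Over all genes, mimic replicate 2 correlated slightly better with the control arrays (mean r = 0.99555) than with the other mimic arrays (mean r = 0.99499), a gap of -0.00056 that was -0.00016 after cyclic loess and -0.00104 without the interferon-stimulated genes. The lower mean with the other mimic arrays came from mimic replicate 1 (r = 0.9941). With mimic replicate 3 the r was 0.99588, above that with each control array (0.99577, 0.99512 and 0.99578). A wrong label or a missing mimic is argued against by the interferon-stimulated genes of mimic replicate 2. Their change was a median of 0.889 times that in the other mimic arrays (quartiles 0.843 and 0.954). In the brighter genes the array correlated better with its own group, by 0.00505, and in the dimmer genes worse, by -0.0067. A background or hybridization difference that acts on dim probesets would give this pattern. The split by level was not repeated without the interferon-stimulated genes, so their part in it is not known. Small nucleolar RNA genes (175) were also lower in the other mimic arrays than in mimic replicate 2, by a median of -0.179 after cyclic loess. This lay outside the range of -0.0274 to 0.0266 that held 95% of 10000 random sets matched on level. Olfactory receptor genes (341) went the other way, by 0.086 after cyclic loess, and were not compared with random sets. A different recovery of small RNAs would change the small nucleolar RNA genes in this way. The test cannot decide for it, since random sets do not carry the correlation among such genes and 1 array is set against the others. The explanations by background or hybridization and by recovery of small RNAs both remain. No biological explanation was tested, since the labels give no difference between the arrays of a group.

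The real split of the 6 arrays gave 276 genes and the highest of the other splits gave 0, so 1 of the 10 possible splits gave as many genes as the real one; 10 splits are too few for a share below 0.05. This test was chosen before the data were examined.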
